A study of Mus musculus with 65 samples. Its data were reported in "Gene expression atlas of the mouse central nervous system: impact and interactions of age, energy intake and gender" (2007).

How the data were processed

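Spinal cord RNA of 65 C57BL/6 mice was measured on the B filter of the NIA mouse cDNA array, a nylon membrane spotted with cDNA clones, with 1 array for each mouse. The design text of the series gives 67 mice, and the other mice, as well as the A filter, were not analysed here. The labels gave each mouse an age in days, a sex and a diet, either ad libitum (AL) or caloric restriction (CR, a reduced food ration begun in young adulthood). The 14 groups were the combinations of stage, diet and sex, with juvenile mice on the AL diet only. The description label of 1 array, the AL male replicate 2 of 24 months, differed from its title and characteristics. It was kept in the group that the title and characteristics gave, and the counts were also made without it.

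RNA was labelled by radioactive reverse transcription and hybridized to the filters, phosphor screens were scanned, and intensities were extracted with ArrayPro. The deposited values are a score, namely the Z score that the authors computed within each array. Each of the 65 columns had a mean of 0 and an SD of 1 over the 8448 features, was given to 2 decimals and had no missing value. The values ran from -8.58 to 3.32, and the array medians from -0.14 to 0.01. The long lower tail is that of log-transformed intensity, but the log base and the background treatment were not given in the sources used here. Differences are therefore printed in Z units (SDs of 1 array) and not as folds. A Z score is relative to the other features of the same array, so a change common to most features cannot be seen. The scores carry no count or depth, and the number of arrays limits the precision.

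Features were named through the table of platform annotation, with symbols checked against the RefSeq gene table. Of the 8448 features, 4875 had 1 symbol (57.7%), 224 had several and 3349 had none, and the 4875 covered 4209 genes. Features with several symbols or none were tested but not named. Genomic coordinates were not used here. Clone annotation was checked by comparing features of the same gene. Over 561 genes with at least 2 features, mean Z correlated at r = 0.122 between 2 features of a gene, against a highest value of 0.0941 in 100 random pairings. Across mice the median correlation of residuals was 0.0429 for such pairs and -0.00142 for random pairs. A correlation above 0.5 was found in 10.2% of the same-gene pairs and in 1.78% of the random pairs, Hba-a2, Rpl31 and Tkt being among the former. A feature therefore stands for the clone printed at that spot, and its gene name carries that uncertainty.

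The test was limma (lmFit and eBayes, version 3.58.1 in R 4.3.3) on the scores as deposited, with 14 group means in 1 fit of all 65 arrays and both sexes weighted equally in every contrast. Features past a Benjamini-Hochberg adjusted p of 0.05 over all 8448 features were called. Each mouse was a separate animal. The residual SD of the median feature was 0.149 Z with 51 degrees of freedom. The contrasts were juvenile to 6 months, 6 to 16, 16 to 24 and 6 to 24 months in AL mice, CR against AL at each age and over the 3 ages, males against females in adults, the sex difference of the CR effect, the sex and the diet differences of the step from 16 to 24 months, and older against younger juveniles (divided at 25 days). The study's own selection was run as an alternative. It keeps features with an average intensity above 0, which was taken here as a mean Z above 0. It also asks for a z-ratio (the difference divided by the SD of all differences) of at least 1.5 in size. The last condition run here was an unadjusted p under 0.05 in a 2-sample test. The ANOVA that closed the study's selection was not run.

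Gene lists were tested with limma's camera (preset correlation 0.01) on values averaged per gene, again with an estimated correlation, and with fry. Of 33 lists, 30 had at least 3 measured genes, and adjustment was over these lists and 9 comparisons together (270 tests). The lists were markers of oligodendrocytes and myelin, oligodendrocyte progenitors, astrocytes, microglia and macrophages, neurons, Schwann cells, skeletal muscle, blood, lymphocytes, meninges and extracellular matrix, endothelium and mural cells, ependyma and choroid plexus, and adipose tissue, and the genes of antigen presentation, proliferation, neural development, cholesterol synthesis, fatty acid synthesis, the ubiquitin-proteasome system, Wnt and Notch signaling, DNA repair and telomeres, oxidative phosphorylation, glycolysis and TCA cycle, the mitochondrial and the cytosolic ribosome, chaperones, antioxidant defence, synaptic vesicles, clock and glucocorticoid response, insulin and nutrient sensing, Y-linked and X-inactivation genes, and genes the study names. The last were picked by the study on these samples and are not independent evidence.

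Named genes were, for each comparison, the 10 largest rises and falls among called features with 1 symbol. Where under 5 features were called, the 10 with 1 symbol and the smallest p were given as values only. List members past the threshold within their list and the genes the study names were added. Groups, contrasts, lists, this rule and most alternatives were fixed before the data were examined. The first principal component then showed 2 blocks of array numbers, 22 to 43 with 66 to 67 and all others, called the second and the first array run here. The labels do not name these runs. Arrays 31 to 33 stood apart from both. The run as a covariate, the omission of arrays 31 to 33, fits within each run, and centring of each array on 22 repeating positions of the feature number were alternatives chosen after seeing the data. Within a run, stage-by-diet classes were fitted with sex as a covariate and without arrays 31 to 33, since the second run then holds 1 AL mouse and no CR mouse of 6 months.

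Other alternatives were quantile normalization, median and MAD scaling, a filter on mean Z, the compared groups alone, a robust variance trend, array weights, 5 rounds of array numbers as a block, averaging per gene, each sex alone, age in days, and leaving out each mouse in turn. All correlations of differences were across features, and their p came from 100 permutations of the labels. The spread between mice was compared by an exact permutation test. The fits were tested on simulated data, with 200 of the 8448 features shifted. For 16 to 24 months, 25% of features shifted by 0.2 Z, 85.5% by 0.4 Z and 97.5% by 0.8 Z were recovered. For 6 to 24 months these were 35%, 82% and 97%, and for CR over the 3 ages 79.5%, 97.5% and 100%. Of 100 random lists without a shift, 4 had a camera p under 0.05. In the real data, residuals were correlated between features (mean r = 0.410 at 1 feature number apart). The simulated rates therefore need not hold for the real features and lists. Figures were drawn with matplotlib 3.10.9.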

Results

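Expression in the spinal cord was measured in 65 mice, of which 40 were fed ad libitum (AL) and 25 were on caloric restriction (CR), 31 were males and 34 were females. The AL mice comprised 10 juveniles of 17 to 44 days and 10 mice each of 6, 16 and 24 months, and the CR mice 8 of 6 months, 10 of 16 months and 7 of 24 months. Actual ages were 169 to 194 days, 472 to 499 days and 673 to 743 days in the 3 adult classes, and the 3 CR males of 24 months were all 673 days old. Each value is a Z score within an array, so that 0 is the mean of all features and 1 is the SD of all features of that array. Differences are in these units, and errors of group means are SDs between mice.

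The arrays fell into 2 runs that the labels do not name. Without arrays 31 to 33, the first principal component held 36.0% of the variance, and 95.8% of it lay between the runs. It ranged from -11.4 to -2.07 in the 41 arrays of the first run and from 8.59 to 19.4 in the 21 arrays of the second run. With the run as a covariate, 3870 features (45.8% of all) differed between runs in limma. With arrays 31 to 33 counted, the second run held 4 of the 10 juveniles, 2 of 10 AL and 2 of 8 CR mice of 6 months, 4 of 10 AL and 3 of 10 CR mice of 16 months, and 6 of 10 AL and 3 of 7 CR mice of 24 months. The run was therefore unequally shared between ages, and run-adjusted or within-run values are given for the called genes and lists. Arrays 31 to 33 were a CR male, a CR female and an AL male of 6 months.

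**Figure D1:**
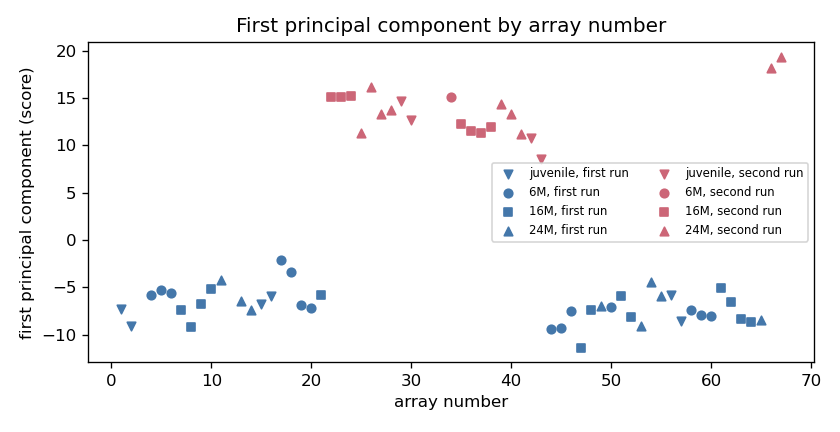
First principal component score (y axis) of each array against its array number (x axis), without arrays 31 to 33, with symbols for age class and colours for the 2 array runs. The 21 arrays of the second run lie at or above 8.59 and the 41 arrays of the first run at or below -2.07.

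The change from the juvenile to the adult spinal cord was examined in AL mice of 17 to 44 days against 6 months. Signals of Sema6a, a transmembrane semaphorin of axon guidance, fell by 0.313 (SE 0.0680), from 0.993 ± 0.216 in juveniles to 0.680 ± 0.189 at 6 months (SD, n = 10 each). Those of Glcci1, a transcript induced by glucocorticoids, fell by 0.311 (SE 0.0672), from 0.0580 ± 0.109 to -0.253 ± 0.287. At 24 months the means were 0.882 ± 0.0836 for Sema6a and -0.317 ± 0.119 for Glcci1. Sema6a was below the juvenile mean in 9 of 10 mice of 6 months and Glcci1 in 10 of 10, and both had an adjusted p of 0.0194 in limma. The other 9 called features carry no gene name here, and they fell by 0.272 to 0.614, with feature 16714 showing the largest fall. In all, 0 features rose and 11 fell, and 216 had an unadjusted p under 0.05. Across mice the residuals of these 11 features were correlated, with a median pairwise r of 0.597, so they are not separate pieces of evidence. Gelsolin (Gsn), an actin-severing protein abundant in oligodendrocytes, had a difference of -0.324 (SE 0.0877), which passed when adjusted over the list alone (adjusted p = 0.00257, 1 of 5 myelin genes) and not over all genes (adjusted p = 0.541). With the run as a covariate and without arrays 31 to 33, Glcci1 still passed (-0.233, adjusted p = 0.0182) and Sema6a did not (-0.249, SE 0.0629, adjusted p = 0.0833). Within runs the differences were -0.210 and -0.101 for Sema6a and -0.200 and -0.268 for Glcci1 (first and second run). Leaving out 1 mouse ended the call of Sema6a in 8 of 20 fits and that of Glcci1 in 3, the highest adjusted p being 0.123 without juvenile male replicate 3 and 0.0775 without juvenile female replicate 2.

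**Figure D2:**
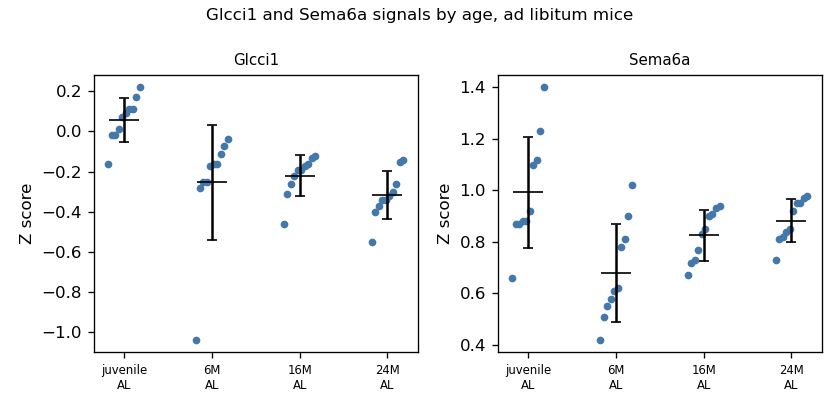
Z scores (y axis) of Glcci1 and Sema6a in AL mice by age class (x axis), each point being 1 mouse and the bars the mean ± SD, 10 mice per class. Sema6a lies at 0.993 ± 0.216 in juveniles and 0.680 ± 0.189 at 6 months.

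Among juveniles, mice of 33 to 44 days were compared with mice of 17 to 21 days. Atp2b1, a plasma membrane calcium pump, had the smallest p, with a difference of -1.79 (adjusted p = 1.00), and Sema6a had a difference of -0.251 (SE 0.0900). Aplp2, a relative of the amyloid precursor protein, and the nuclear ribonucleoprotein Hnrnpa1 had differences of 0.280 and 0.302, and the bone morphogenetic protein receptor Bmpr1a, Fem1b, the ubiquitin ligase scaffold Cul3, Tctn3, Ppih and Fam168b of -0.188, -0.168, 0.282, 0.414, -0.618 and -0.216. By limma 0 features passed, against 183 at an unadjusted p under 0.05.

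Between 6 and 16 months, Ganab and Tbc1d8 rose in AL mice. Ganab, the catalytic subunit of the glucosidase that trims glycoproteins in the endoplasmic reticulum, rose by 0.301 (SE 0.0506, adjusted p = 0.00169), and Tbc1d8, a predicted activator of Rab GTPases, by 0.267 (SE 0.0478, adjusted p = 0.00328), and for both genes 10 of 10 mice of 16 months lay above the mean of 6 months. No feature fell, and 1120 had an unadjusted p under 0.05, while the study's rule selected 79, of which 9 were higher and 70 lower. The next smallest p values belonged to 1 of 3 features of the spindle protein Numa1 (0.328, the others being 0.137 and -0.042), Hadha of mitochondrial fatty acid oxidation (0.457), the lysosomal protease Ctsd (0.417 and 0.396 at 2 features), the complement gene C1qa (0.265) and the chromatin regulator Asxl1 (0.184), all positive differences with adjusted p between 0.0827 and 0.0907, followed by Gm16523 (-0.284) and Ube2j2 (-0.215). Without arrays 31 to 33, of which array 33 is an AL mouse of 6 months, the difference was 0.293 for Hadha and 0.293 and 0.266 for the 2 Ctsd features. Of the 13 microglia genes measured, Ctsd, C1qa and Cd63 (0.135, adjusted p = 0.0168) passed when adjusted over the list alone, as did Mylpf, a myosin light chain of fast muscle, with a difference of -0.169 in 4 muscle genes (adjusted p = 0.0239). Within the first run the differences were 0.328 for Ganab and 0.267 for Tbc1d8, and within the second run, with 1 mouse of 6 months, 0.184 and 0.190. In the first and the second run they were 0.403 and 0.0797 for Ctsd feature 12575 and 0.337 and 0.120 for feature 12531. For C1qa they were 0.252 and 0.223. The count was 7 with the run as a covariate and without arrays 31 to 33, Ganab and Tbc1d8 being among them, and 0 with centring on feature positions alone.

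Between 16 and 24 months, the interval in which the study looked for aging-associated genes, no feature passed the test. Wrn, the helicase mutated in Werner syndrome, had the smallest p, with 0.291 ± 0.0354 at 16 months and 0.107 ± 0.129 at 24 months (SD, n = 10 each), a difference of -0.184 (SE 0.0493, adjusted p = 0.959). It was the only one of 37 DNA repair and telomere genes (adjusted p = 0.0156) and of 13 genes the study names (adjusted p = 0.00548) to pass when adjusted over the list alone, and the latter list was picked on these samples. The study also singles out Wrn and telomere-associated genes from data that include these samples. The value over the DNA repair and telomere list is therefore not independent evidence either. Further small p values belonged to the receptor gene Ephb6 (0.150), the cofilin phosphatase Ssh1 (-0.159), Pramel27 (-0.238), the epoxide hydrolase Ephx1 (-0.216), the cGMP phosphodiesterase Pde5a (0.130), Ipp (0.164), Nrbp2 (-0.125), Smndc1 (-0.146) and a feature of Numa1 (-0.133), none of them past the threshold. By limma 0 features passed and 168 (1.99%) had an unadjusted p under 0.05, against a nominal 5%. In other splits of the same mice the median number of features with such a p was 140. Of 100 splits, 42 were as large as the real count, so it is not below what chance gives here. Without arrays 31 to 33, 647 features had such a p, and 637 with the run as a covariate in addition, again with 0 passing. The study's rule selected 72, of which 41 were higher and 31 lower. Wrn differed by -0.123 within the first run and by -0.222 within the second, and array weights gave 42 features.

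Between 6 and 24 months, 6 features of 5 named genes rose in AL mice and none fell. Among alternatives with falls, array weights gave 1829 features, of which 858 were lower, the study's rule 160 with 33 lower, and rounds as a block 7 with 1 lower. Ctsd, cathepsin D, rose by 0.459 (SE 0.0955, adjusted p = 0.0353) and 0.429 (SE 0.0941, adjusted p = 0.0414) at its 2 features, the latter going from 0.0190 ± 0.420 at 6 months to 0.415 ± 0.144 at 16 months and 0.448 ± 0.0961 at 24 months (SD, n = 10 each). C1qa, a chain of complement C1q made by microglia, rose by 0.286 (SE 0.0619, adjusted p = 0.0414), from -0.816 ± 0.205 to -0.530 ± 0.133, and Hadha by 0.467 (SE 0.102, adjusted p = 0.0414). Tbc1d8 rose by 0.323 (adjusted p = 8.52e-05) and Ganab by 0.331 (adjusted p = 9.28e-05). For all 6 features, 10 of 10 mice of 24 months lay above the mean of 6 months, and 1080 features had an unadjusted p under 0.05. For Ctsd and C1qa, no difference of this rise between the sexes (adjusted p = 0.753 for each feature) or between the diets (adjusted p = 0.870 for each feature) passed its test. Within the first and the second run the differences were 0.309 and 0.246 for Ctsd feature 12531, 0.414 and 0.227 for feature 12575, 0.188 and 0.345 for C1qa, 0.354 and 0.269 for Ganab, 0.326 and 0.274 for Tbc1d8, and 0.324 and 0.281 for Hadha, the second run holding 1 mouse of 6 months. Without array 33, a mouse of 6 months, the difference of Hadha was 0.303 and those of Ctsd were 0.335 and 0.299, in the order above. With the run as a covariate and without arrays 31 to 33, 5 of the 6 passed, and C1qa had a difference of 0.244 (SE 0.0552, adjusted p = 0.0609). Numa1 feature 12487, at the same position of the filter, passed in that fit (0.258, adjusted p = 0.0305). Leaving out 1 mouse ended the call in 10 and 13 of 20 fits for the Ctsd features, in 12 for Hadha and in 14 for C1qa, with a highest adjusted p of 0.153 without 6 month AL female replicate 2, and in 0 for Ganab and Tbc1d8. All 6 features had the same position, 13 of the 22 in which mean signal repeated along the feature number. Centring on these positions gave 0 calls on its own. Together with the run covariate and without arrays 31 to 33 it gave 6 calls, a count that does not say whether the features are the same.

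**Figure D3:**
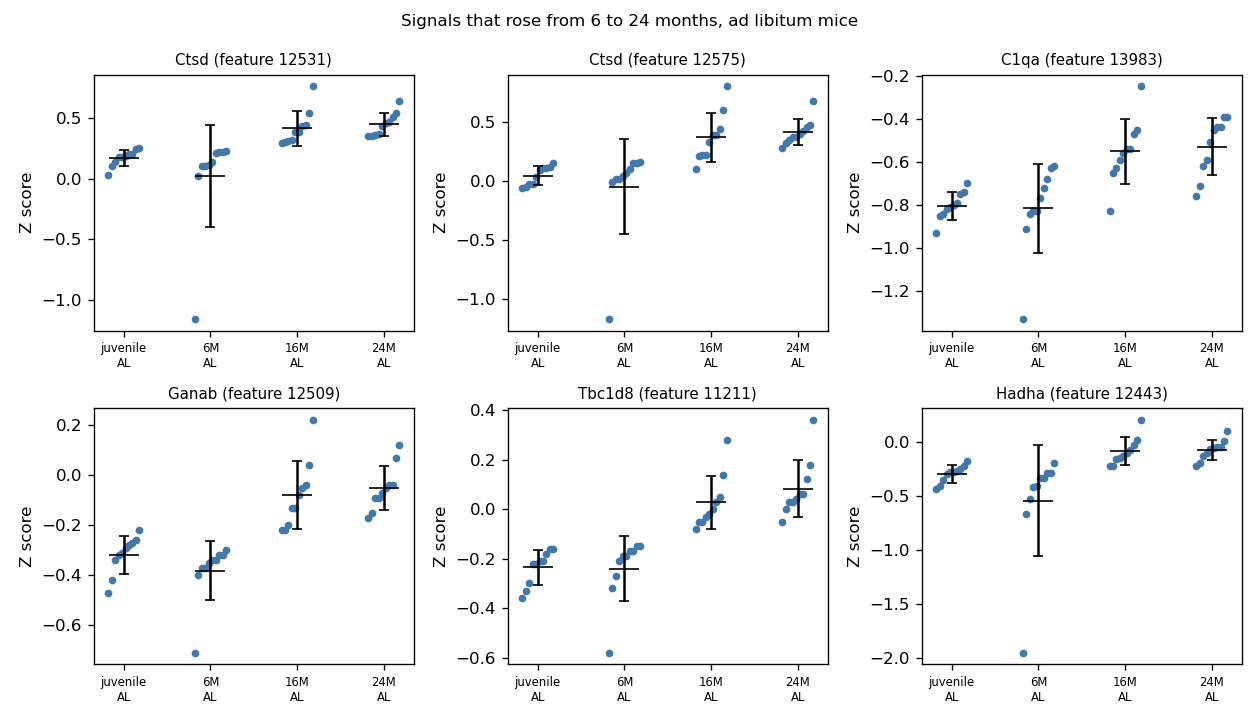
Z scores (y axis) of the 6 features that rose from 6 to 24 months in AL mice, by age class (x axis), each point being 1 mouse and the bars the mean ± SD, 10 mice per class. Single low points at 6 months, such as -1.95 for Hadha and -1.16 for Ctsd feature 12531, belong to array 33.

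Of the gene lists, those of the cytosolic ribosome, oxidative phosphorylation and microglia passed for age. Genes of the cytosolic ribosome were higher at 16 than at 6 months in 54 of 55 genes (median difference 0.105, camera adjusted p = 1.48e-07) and at 24 than at 6 months in 53 of 55 (median 0.0990, adjusted p = 1.33e-08). Oxidative phosphorylation genes were higher in 39 of 45 genes at 16 months (median 0.0970, adjusted p = 0.00171) and in 40 of 45 at 24 months (median 0.0570, adjusted p = 0.0103). Microglia and macrophage markers were higher at 24 than at 6 months in 11 of 13 genes (median 0.102, adjusted p = 0.00152), and Ctsd, C1qa, C1qb (0.165), Cd9 (0.145) and Cd63 (0.120) passed when adjusted over the list alone. These calls were lost with an estimated correlation (adjusted p = 0.996 with an estimated correlation for each of them), and fry called 0 lists, its smallest adjusted p being 0.230. Over all genes, Ctsd and C1qa of the microglia list passed, while 0 of 55 ribosomal and 0 of 45 oxidative phosphorylation genes did. With the run as a covariate and without arrays 31 to 33, the ribosomal medians were 0.0379 and 0.0385 (adjusted p = 0.000203 and 1.90e-06), those of oxidative phosphorylation 0.0263 and -0.00113 (adjusted p = 0.418 and 0.980), and that of microglia 0.0788 (adjusted p = 1.67e-05, and adjusted p = 0.0441 with an estimated correlation). In that fit ribosomal genes were also higher at 6 months than in juveniles (median 0.0413, adjusted p = 1.32e-10), and the 3 ribosomal calls were lost with an estimated correlation (adjusted p = 0.845 with an estimated correlation for each of them). Adjusted over the list alone, single genes passed from 6 to 24 months in other lists too, namely the cysteine protease inhibitor Cst3 (0.309) among astrocyte markers, Rpl24 (0.211) among ribosomal genes, and Msmo1 (-0.132), Stard4 (0.202) and Mvk (-0.146), which are all 3 measured genes of cholesterol synthesis and uptake and did not share a direction. With the run as a covariate and without arrays 31 to 33, the differences were 0.179 for Cst3, 0.0759 for Rpl24, -0.0414 for Msmo1, -0.0102 for Stard4 and -0.0915 for Mvk, and 0.0655 for C1qb, 0.0864 for Cd9 and 0.0885 for Cd63.

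CR was compared with AL feeding at each age. At 6 months, Sgk1, a kinase induced by serum and glucocorticoids, rose by 0.483 (SE 0.0763, adjusted p = 0.000400), from -1.46 ± 0.172 in 10 AL mice to -0.993 ± 0.117 in 8 CR mice, and Plk2, a kinase induced by neuronal activity, rose by 0.494 (SE 0.0958, adjusted p = 0.0151), from -1.93 ± 0.345 to -1.42 ± 0.300. All 8 CR mice lay above the AL mean for both genes. No feature fell, and 656 had an unadjusted p under 0.05. Among positive differences that did not pass were those of Kif4 (0.613), Wdr47 (0.184), Anxa7 (0.204), Eif4g3 (0.201) and Rps15 (0.175), and among negative ones those of the zinc transporter Slc39a8 (-0.224), the complex III subunit Uqcrb (-0.193) and 2900052L18Rik (-0.444), all at an adjusted p of 0.540. Without arrays 31 to 33 these were 0.496, 0.0668, 0.103, 0.160, 0.107, -0.113, -0.0713 and -0.159 in this order. Prkab2 (0.152) and Igfbp3 (0.159), of nutrient sensing, passed when adjusted over their list of 18 genes alone (adjusted p = 0.0437 each), and with the run as a covariate and without arrays 31 to 33 their differences were 0.0570 and 0.0642. Without arrays 31 to 33, Sgk1 remained (0.529, adjusted p = 0.000439) and Plk2 did not (0.365, adjusted p = 1.00). Within the first run the differences were 0.472 for Sgk1 and 0.376 for Plk2, and the second run holds no CR mouse of 6 months besides those arrays. Leaving out 1 mouse ended the call of Plk2 in 5 of 18 fits, with a highest adjusted p of 0.220 without 6 month CR male replicate 2.

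At 16 months 0 features passed in limma and 63 had an unadjusted p under 0.05, against 83 by the study's rule. Sgk1 had the smallest p, with a difference of 0.253 (SE 0.0706, adjusted p = 1.00), and passed when adjusted over the list of 7 clock and glucocorticoid genes alone (adjusted p = 0.00490), with differences of 0.245 and 0.235 within the first and the second run. Tbc1d8 (-0.131), the coagulation inhibitor Tfpi (-0.173), Elapor2 (0.578), St6galnac3 (0.174), a feature of Numa1 (-0.177), Dgcr6 (-0.0980), Pde5a (-0.112), the receptor kinase Grk5 (-0.116) and Id2 (-0.123) followed, none past the threshold. At 24 months 0 features passed and 627 had an unadjusted p under 0.05, against 163 by the study's rule. Without arrays 31 to 33, 1407 features had such a p, and 1542 with the run as a covariate in addition, again with 0 passing. Without the 3 CR males of 673 days, 40 features had such a p, and in females alone there were 39. These 3 were all the CR males of 24 months, so both counts rest on females and are not separate checks. In males alone there were 612, and there the CR mice were also the younger. An effect of that age difference cannot be told from one of sex. The smallest p belonged to Prkab2, a regulatory subunit of the energy sensor AMPK, with 0.323 ± 0.122 in 10 AL and 0.511 ± 0.135 in 7 CR mice (difference 0.195, SE 0.0534, adjusted p = 0.634), followed by the neurotrophin receptor scaffold Kidins220 (0.175), the Hsp90 co-chaperone Ptges3 (0.159), Aoc2 (0.268), Aimp1 (0.116), Slc25a44 (0.203), Svil (0.206), Tdrd3 (0.162), Srsf2 (0.113) and Hspa4l (0.134). Prkab2 passed over the 18 nutrient sensing genes alone (adjusted p = 0.0102) and Ptges3 over the 13 genes the study names alone (adjusted p = 0.0222), the latter list being no independent evidence. Within the first run Prkab2 differed by 0.170 (SE 0.0670) and Ptges3 by 0.255 (SE 0.0686). Within the second run these were 0.152 (SE 0.0458) and 0.0298 (SE 0.0568), so the difference of Ptges3 came mostly from the first run. The step in Sgk1 differed between ages, being smaller at 24 than at 6 months by a difference of -0.478 (SE 0.109, adjusted p = 0.00174 over 31 interaction tests). At 24 months the 2 runs gave Sgk1 opposite signs, -0.190 (SE 0.0980) in the first and 0.267 (SE 0.103) in the second, so the pooled value of 0.00575 averages them. That of Plk2 was smaller at 16 (-0.539, adjusted p = 0.00194) and at 24 months (-0.512, adjusted p = 0.00477) than at 6 months, and in the run-adjusted fit without arrays 31 to 33 these interactions were -0.410 (SE 0.122) and -0.373 (SE 0.128). The runs also gave Plk2 opposite signs at 24 months, 0.182 (SE 0.137) in the first and -0.209 (SE 0.0897) in the second. Sgk1 and Plk2 entered these interaction tests because they were called at 6 months in the same mice. That selection can inflate the 6 month difference, and thereby the interactions against 6 months. The adjustment over 31 tests does not allow for it.

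Over the 3 ages together, Sgk1 rose under CR by 0.247 (SE 0.0434, adjusted p = 0.00419), with 21 of 25 CR mice above the mean of the 30 AL adults. Id2, an inhibitor of helix-loop-helix transcription factors, fell by 0.157 (SE 0.0324, adjusted p = 0.0483), with 23 of 25 CR mice below that mean. In all, 1 feature rose, 1 fell and 897 had an unadjusted p under 0.05. Adjusted over the list alone, Prkab2 (0.115), the AMPK catalytic subunit Prkaa1 (0.0743) and the growth factor binding protein Igfbp3 (0.103) passed among 18 nutrient sensing genes, the complex I subunit Ndufs7 (-0.0941) among 45 oxidative phosphorylation genes, and Ptges3 (0.0833) among genes the study names, and with the run as a covariate and without arrays 31 to 33 these were 0.0767, 0.0407, 0.0728, -0.0619 and 0.0593. Lrp2 (-0.103), Dnajc18 (-0.106), Rbm6 (0.0933), Gatad2b (0.108) and Hbb-y (-0.153) had the next smallest p values. Without arrays 31 to 33 these were -0.0757, -0.0766, 0.0632, 0.08025 and -0.0946 in this order. Within the first run Sgk1 differed by 0.176 (SE 0.0485) and Id2 by -0.129 (SE 0.0296), and no such estimate exists for the second run. The second Id2 feature had a difference of -0.0772 (SE 0.0585), and the call of Id2 ended without arrays 31 to 33 (-0.124, adjusted p = 0.140) and in 37 of 55 fits that left out 1 mouse (highest adjusted p = 0.266 without 6 month CR male replicate 2). The call also ended with centring on feature positions. Id2 lies at position 3, as do Ndufs7, Lrp2 and Dnajc18, while Hbb-y, also lower under CR, lies at position 8.

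**Figure D4:**
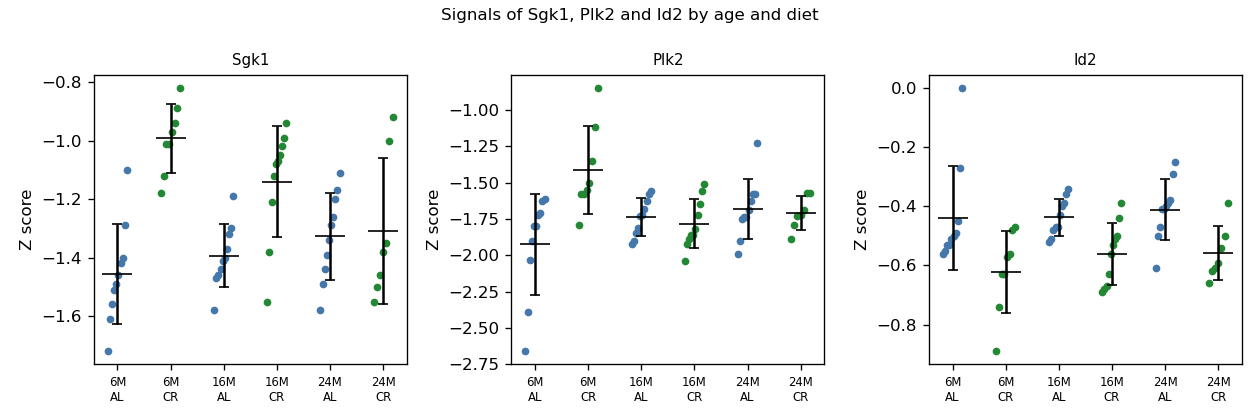
Z scores (y axis) of Sgk1, Plk2 and Id2 in AL and CR mice of 6, 16 and 24 months (x axis), each point being 1 mouse and the bars the mean ± SD. Sgk1 under CR lies at -0.993 ± 0.117 at 6 months and -1.31 ± 0.249 at 24 months, against AL means of -1.46 and -1.33.

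Males and females were compared over the adult classes. Xist, the RNA that silences the inactive X chromosome of females, had the smallest p, with -0.683 ± 0.109 in 29 females and -0.849 ± 0.129 in 26 males (difference of males from females -0.157, SE 0.0353, adjusted p = 0.366). It passed when adjusted over the 4 Y-linked and X-inactivation genes alone (adjusted p = 0.000162). The splicing factor Srsf2 (0.0828), Kin (0.106), pyruvate carboxylase Pcx (0.0991), Zfp131 (0.0738), Epdr1 (-0.139), Myl12b (-0.0978), the creatine transporter Slc6a8 (-0.105), Smim7 (0.0752) and Gstcd (-0.109) followed, and Pcx passed over the 18 glycolysis and TCA cycle genes alone (adjusted p = 0.0191). By limma 0 features passed and 291 had an unadjusted p under 0.05, against 41 by the study's rule, and with rounds as a block or with position centring 1 did, being lower in males. Ribosomal genes were lower in males in 49 of 55 genes (median -0.0377, camera adjusted p = 8.46e-06) and oxidative phosphorylation genes in 34 of 45 (median -0.0331, adjusted p = 0.00152). Both calls were lost with an estimated correlation (adjusted p = 0.996 with an estimated correlation), and with the run as a covariate and without arrays 31 to 33 the medians were -0.0159 (adjusted p = 0.0163, and adjusted p = 0.886 with an estimated correlation) and -0.0180 (adjusted p = 0.261).

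Interactions were tested in the same fit. The smallest p values for a sex difference of the CR effect belonged to Rab18, a GTPase of lipid droplets (male minus female -0.213, SE 0.0587), and Fastkd3 (0.202, SE 0.0623), followed by those of Stxbp5 (-0.150), Mrm1 (-0.294), Galnt4 (-1.04), Arrdc2 (-0.239), Ambra1 (-0.206), Flcn (0.179), Nol10 (-0.188) and Slc19a3 (-0.159), all at an adjusted p of 0.953. For the step from 16 to 24 months the smallest p values between the sexes belonged to Scaf11 (0.560), Ccnh (-0.968), Tspan6 (0.278), Thoc2 (0.242), Rps4x (-0.240), Ephx1 (-0.324), Grhl1 (-0.212), Rgs10 (-0.248), H19 (-0.186) and Zfp652 (0.544), at an adjusted p of 1.00, and those between the diets to the sialyltransferase St6galnac3 (-0.349, SE 0.104) and to Tdrd3 (0.216, SE 0.0692), Pde5a (0.217), Aimp1 (0.149), Tinagl1 (-0.268), Cope (0.278), Armcx6 (0.209), Nudcd2 (-0.280), Adamts10 (-0.210) and Asxl3 (0.335), at an adjusted p of 1.00. By limma 0 features passed in each of the 3 tests, and 266, 37 and 323 had an unadjusted p under 0.05. Fitted on the compared groups alone, the diet interaction gave 14 features.

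The study's selection sorts features by whether they change from 6 to 16 and from 16 to 24 months. With its thresholds, and without the ANOVA, 8300 features did not change, 70 changed after 16 months only, 74 by 16 months only, and 4 changed and then reverted. No feature changed in both steps in the same direction, and no feature passed its 6 month level in the opposite direction. The 74 features that changed after 16 months, with the filter on mean Z taken over the 3 ages, were 0.876% of all, and 56.8% of them were higher at 24 months. By the same thresholds CR changed 46 features at 6 months (43.5% lower), 83 at 16 months (47.0% lower) and 163 at 24 months (84.7% lower), and 2 of these were shared in direction by 6 and 16 months and 0 by the other pairs of ages. With the filter taken over the 2 compared ages, 72 features changed from 16 to 24 months, and of the 41 that rose, 29 (70.7%) were lower under CR at 24 months, and of the 31 that fell, 0 were higher. Both steps use the same AL mice of 24 months, so sampling error in these mice sets the 2 steps against each other. Where these mice were divided into separate sets of 5, the share of risers reverted averaged 10.6%, against 55.2% with the same set of 5 on both sides. With the run effect taken out these were 19.7% and 62.8%. Groups permuted over all mice averaged 11.8% (highest 100%), and 12.4% (highest 70.7%) with the run effect taken out, where the real share was 74.5%.

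Relations between the effects were computed across all features, which are not independent replicates. The step from 16 to 24 months correlated at r = 0.211 between AL and CR mice (permutation p = 0.52, 37 mice) and at r = 0.453 between AL males and females (permutation p = 0.19, 20 mice), and with the run as a covariate these were -0.0125 and 0.158. The CR effects of the 3 ages correlated at a mean r of 0.115 (permutation p = 0.49, 55 mice), at 0.141 with the run as a covariate, and at -0.0256 with the run as a covariate and without arrays 31 to 33. The step from 16 to 24 months in AL mice correlated with the CR effect at 24 months at r = -0.564 (covariance -0.00516), where unchanged groups sharing the same mice gave r = -0.421 (covariance -0.00324). With the shared mice divided, r was -0.130. In the fit with the run as a covariate r was -0.347, weaker than the -0.434 of unchanged groups, and 0.0433 with the mice divided, and without arrays 31 to 33 in addition it was -0.377, against -0.439 and -0.0145. Of the features that rose from 16 to 24 months at an unadjusted p under 0.05, 12.7% were lower under CR at the same threshold, against 13.7% in simulated unchanged groups and 0.713% with the mice divided, and of those that fell, 14.3% were higher, against 17.3% and 2.57%. With the run as a covariate and without arrays 31 to 33, 161 of 294 risers (54.8%) were lower under CR, against 19.9% with the mice divided and a mean of 17.3% in simulated unchanged groups, which reached 74.5%, whereas with the run covariate and all arrays it was 5 of 71 risers (7.04%), against 13.2% in unchanged groups.

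The spread between mice was compared because the study examined variability with age. The mean squared deviation of a mouse from its group was 0.0781 ± 0.124 at 6 months and 0.0384 ± 0.0134 at 24 months (SD, n = 10 each), a ratio of 0.491 (exact permutation p = 0.431, two-sided, 63504 regroupings), and with the run as a covariate 0.413 (exact permutation p = 0.0437), the lower spread being that at 24 months. Without array 33, an AL male of 6 months, the ratio was 1.38 (exact permutation p = 0.101), and with the run as a covariate in addition 1.06 (exact permutation p = 0.623).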

Values the study reported

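The study reported that 3.8% of all genes in the spinal cord were aging-associated, meaning that they changed between 16 and 24 months. Most of these genes were upregulated. In every region examined, CR significantly affected under 0.5% of genes. At 6 and at 24 months, the study found over 90% of the spinal cord genes that responded to CR to be lower, and at 16 months under 40%. Elsewhere it stated that most of the genes affected by CR in the spinal cord were downregulated in middle and old age. In the spinal cord, CR reverted the change of almost 50% of the genes that rose with age and of under 5% of the genes that fell.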

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

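The tests of the array runs, of arrays 31 to 33, of shared cDNA, of spill-over between spots, of the other microglia genes and of glucocorticoid genes were chosen after the result was seen. The groups and the interactions were fixed before the data were examined, but the interactions of single genes were tested only in features already called.

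Ctsd, C1qa, Ganab, Hadha and Tbc1d8 were higher at 24 than at 6 months in AL mice. An unequal share of the second array run and arrays 31 to 33 are argued against as the whole cause, since 6 of the 6 features were higher by over 2 SE within each run (with 1 mouse of 6 months in the second, assumed to vary like the others) and 6 of 6 remained so without those arrays. Signal spilling over from spots 1 or 2 numbers away is argued against by a median difference of 0.00423 there, against 0.297 for the called features in the same run-adjusted fit. Spill-over from spots 22 numbers away stays open, with a median of 0.0319 in 9 features, too few to decide, and a highest value of 0.258 (Numa1). This Numa1 feature, also at position 13, itself passed in that fit (limma adjusted p = 0.0305). It stays open that 1 cDNA is shared by several features of 1 position, since the lowest residual correlation of the Ganab, Hadha and Tbc1d8 features with Ctsd was 0.570, above the 99th percentile of all features (0.371), so these features may report Ctsd rather than 3 further genes, and C1qa, at the same position, had a correlation of 0.459. More microglia and macrophage transcripts are also an open possibility. In the run-adjusted fit without arrays 31 to 33, the 11 other genes of the microglia list had an unadjusted camera p of 0.00390 (0.0165 with an estimated correlation). In the fit of all arrays, the call of the whole list was lost with an estimated correlation (adjusted p = 0.996). All measured astrocyte genes were also higher at 24 months in that fit, without a list call. In the run-adjusted fit without arrays 31 to 33, the astrocyte gene Vim differed by -0.0294 (SE 0.0412). Ctsd, Cd9 and Cd63 are expressed in other cells of the spinal cord as well.

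Sgk1 was higher under CR over the 3 ages. An unequal share of the second array run is argued against by the difference within the first run (0.176, SE 0.0485) and by those within the second run at 16 months (0.235, SE 0.111) and 24 months (0.267, SE 0.103), although the first run gave -0.190 (SE 0.0980) at 24 months, and an effect of arrays 31 to 33 by the difference without them (0.263, SE 0.0436). A glucocorticoid state, which food restriction can raise, cannot be told apart from a change in Sgk1 alone, because Fkbp5, another target, differed by -0.0152 (SE 0.0390) and few other targets are on the filter. Glcci1, also induced by glucocorticoids, did not share a direction over the ages. Its means in AL and CR mice were -0.253 ± 0.287 and -0.2125 ± 0.123 at 6 months and -0.221 ± 0.102 and -0.272 ± 0.102 at 16 months. At 24 months they were -0.317 ± 0.119 and -0.161 ± 0.118.

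The difference of Sgk1 between CR and AL mice was smaller at 24 than at 6 months by an interaction of -0.478 (adjusted p = 0.00174), with opposite signs in the 2 runs at 24 months. In the run-adjusted fit without those arrays it was -0.525 (SE 0.112). Plk2 gave interactions of -0.539 for 16 against 6 months and -0.512 for 24 against 6 months (adjusted p = 0.00194 and 0.00477), and in the run-adjusted fit -0.410 (SE 0.122) and -0.373 (SE 0.128). The call of Plk2 at 6 months was lost without arrays 31 to 33, and at 24 months its difference was 0.182 (SE 0.137) in the first run and -0.209 (SE 0.0897) in the second, so the size of its interaction at 24 months is uncertain. Both genes were picked for their 6 month differences in the same mice. The interactions against 6 months may therefore be overestimated, and their adjusted p does not allow for that selection.

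Single mice lay far from the others of their group in 14 of the 89 groups of values tested with Dixon's criterion, where chance alone flags about 1 in 20 groups, or 4.45 here. The median correlation of an array with all others was 0.731 for 6 month AL male replicate 3 (array 33), 0.894 for 6 month CR female replicate 3 (array 32) and 0.957 for 6 month AL female replicate 3. Array 33 was also far from the other AL mice of 6 months for Glcci1 (-1.04), Tbc1d8 (-0.58), Ganab (-0.71), Hadha (-1.95), Ctsd (-1.16 at feature 12531 and -1.17 at feature 12575), C1qa (-1.33) and Id2 (0). Array 32 stood apart for C1qa (-1.04), 16 month AL male replicate 1 for Ctsd feature 12531 (0.76), and 24 month AL female replicate 4 for Ctsd feature 12575 (0.68).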

How the results depend on the processing

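The tests with the run covariate, within a run, without arrays 31 to 33 and with position centring were chosen after seeing the data, and the other alternatives before the data were examined. Of 554 values, of features named for their calls or small p and of list members past the threshold, in the alternatives run for them, 553 kept their direction, 502 on the same side of the threshold, 39 losing a call and 12 gaining one. These features were picked on the same mice, so a kept direction was likely beforehand. The 39 do not include every call lost when 1 mouse was left out. Such fits ended the call of Id2 37 times and that of C1qa 14 times. Stard4 turned from 0.202 to -0.0102 with the run covariate and without arrays 31 to 33, as did 15 of 65 values of genes the study names, which, apart from those with a small p or past the threshold in their list, are not among the 554, such as Hsp90aa1 from 6 to 24 months (0.179 and -0.0479), none of them called in either fit. Counts of features past the threshold moved as follows, and for each of these changes the cause was not tested, except that fits of 1 sex, 1 run or the compared groups alone hold fewer mice.

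From juvenile to 6 months (11 called), 11 of 23 alternatives stayed within 1.5 times. The count was 5 with the compared groups only, 24 with array weights, 0 with features averaged per gene, 17 by the study's rule, 3 in males, 0 in females, 1 with juveniles of 33 to 44 days only, 20 with the run covariate and without arrays 31 to 33, 19 with position centring in addition, 5 in the first run and 2 in the second run without these arrays, and 4729 in the second run with arrays 31 to 33 included. From 6 to 16 months (2 called), it was 0 for mean Z above 0, 0 with the compared groups only, 7 with array weights, 7 with rounds as a block, 79 by the study's rule, 0 in males, 0 in females, 9 with the run covariate, 6 without arrays 31 to 33, 7 with both, 0 with position centring, 6 with position centring and both, 6 in the first run, 0 in the second run and 4630 there with arrays 31 to 33 included. From 16 to 24 months (0 called), it was 42 with array weights and 72 by the study's rule. A slope over age in days gave 2, with 967 at an unadjusted p under 0.05. These slope counts were the same for 6 to 16, 16 to 24 and 6 to 24 months, so the slope does not test this interval alone. Of the 24 alternatives, 21 gave a count of 0. From 6 to 24 months (6 called), it was 1 for mean Z above 0, 1 with the compared groups only, 1829 with array weights, 3 without the doubtful label, 160 by the study's rule, 2 without juveniles, 0 in males, 0 in females, 2 for a slope over age in days, 0 with position centring, 3 in the first run, 2 in the second run and 4784 there with arrays 31 to 33 included. Where a fit within the second run leaves 1 AL mouse of 6 months, this lone sample is assumed to vary like the others.

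For CR at 6 months (2 called), the count was 0 for mean Z above 0, 1 with the compared groups only, 1 with array weights, 46 by the study's rule, 1 without juveniles, 0 in males, 0 in females, 1 without arrays 31 to 33, 1 with the run covariate in addition, 1 with position centring, 1 with position centring and both, 1 in the first run and 3510 in the second run with arrays 31 to 33 included. For CR at 16 and at 24 months (0 called in limma), the study's rule gave 83 and 163. For CR over the 3 ages (2 called), it was 1 with quantile normalization, 1 with median and MAD scaling, 0 for mean Z above 0, 1 with the compared groups only, 1 with array weights, 1 averaged per gene, 1 without the doubtful label, 92 by the study's rule, 1 without juveniles, 0 in males, 0 in females, 1 without the CR males of 673 days, 1 without arrays 31 to 33, 1 with the run covariate in addition, 1 with position centring, 1 with position centring and both, 0 in the first run and 2046 in the second run with arrays 31 to 33 included. For sex (0 called), it was 1 with rounds as a block, 1 with position centring, 41 by the study's rule and 1704 in the second run with arrays 31 to 33 included. At an unadjusted p under 0.05 the interactions gave 266 (sex by CR), 37 (sex by the step from 16 to 24 months) and 323 (diet by that step). By adjusted p the last gave 14 with the compared groups only (772 unadjusted).

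Leaving out 1 mouse gave 9 to 12 features from juvenile to 6 months, 2 to 11 from 6 to 16 months, 2 to 8 from 6 to 24 months, 1 to 5 for CR at 6 months, 1 to 2 for CR over the 3 ages, 0 to 1 within juveniles and 0 for the others. From 6 to 16 months, the count was 4 without 6 month AL male replicate 2, 6 without 16 month AL male replicate 2, 8 without 6 month AL male replicate 4 and 11 without 6 month AL male replicate 5. From 6 to 24 months, it was 2 without any one of 6 month AL female replicates 1, 2 and 4, 24 month AL male replicates 3, 4 and 5 and 24 month AL female replicates 3, 4 and 5, and 3 without replicate 2 of the 24 month AL males or females. For CR at 6 months, it was 1 without 6 month AL male replicate 1 or 3, CR male replicate 2, or CR female replicate 3 or 5, and 5 without CR male replicate 1. For CR over the 3 ages, 37 mice each lowered it to 1, namely at 6 months CR female replicates 1, 2, 3 and 5, CR male replicates 2 and 3 and AL female replicates 1, 3, 4 and 5, at 16 months CR female replicates 1, 4 and 5, CR male replicates 2, 4 and 5, AL male replicates 1, 2, 3 and 4 and AL female replicates 2, 3, 4 and 5, and at 24 months CR male replicates 1 and 3, CR female replicates 2, 3 and 4, AL male replicates 1, 2, 3 and 5 and AL female replicates 1, 2, 3 and 5. Without juvenile male replicate 4, 1 feature was called within juveniles.

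Of 7 list calls, 0 remained with an estimated correlation and 0 with fry, 4 were made for mean Z above 0, and 1 with the run covariate, without arrays 31 to 33 and with an estimated correlation. The correlation of the step from 16 to 24 months between diets ranged from 0.0215 to 0.355 when 1 mouse was left out, and that between sexes from 0.268 to 0.543, the latter being 0.653 for mean Z above 0. The correlation of that step with the CR effect was -0.347 with the run covariate (-0.434 in unchanged groups, 0.0433 with the mice divided), -0.377 without arrays 31 to 33 in addition (-0.439 and -0.0145), -0.130 with the shared mice divided, and -0.663 to -0.404 when 1 mouse was left out. The difference in spread between 24 and 6 months was -0.0341 with the run covariate (exact permutation p = 0.0437) and -0.0398 in the main fit (exact permutation p = 0.431). Its sign turned without array 33, to 0.0106 (exact permutation p = 0.101). With the run covariate in addition it was 0.00137 (exact permutation p = 0.623). Features changing after 16 months numbered 26 at a z-ratio of 2 and 207 with no filter on mean Z. Signal over background could not be computed from Z scores, and 4115 features passed the filter on mean Z.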

Other observations

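The tests of the reversion of risers, of feature positions, and by splits of the mice under the study's rule and in the run-adjusted fit were chosen after the result was seen, while the splits of the limma counts and the gene lists were set before the data were examined.

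Cell type markers other than those of microglia gave no list past the threshold. All 5 myelin and oligodendrocyte genes (Car2, Cryab, Gpr37, Gsn and Josd2) were lower at 6 months than in juveniles (camera adjusted p = 0.0639), and 8 of 8 astrocyte genes were higher at 24 than at 6 months (adjusted p = 0.106). The smallest adjusted p of each other list over the 9 comparisons was 0.143 for skeletal muscle, 0.465 for ependyma and choroid plexus, 0.537 for oligodendrocyte progenitors, neurons, and meninges and extracellular matrix, 0.816 for endothelium and mural cells, and 0.886 for blood. Schwann cells had 1 measured gene, and lymphocyte immunoglobulins and adipose tissue 0, so these were not tested.

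Among lists of cell functions, fatty acid synthesis (8 genes) had a smallest adjusted p of 0.164, under CR at 16 months, and neural development (27 genes) of 0.185, from 6 to 24 months. The values were 0.185 for Y-linked and X-inactivation genes, 0.471 for proliferation, 0.537 for Wnt signaling, Notch signaling and clock and glucocorticoid genes, 0.538 for the genes the study names (not independent evidence), 0.712 for glycolysis and TCA cycle and for the mitochondrial ribosome, 0.742 for the ubiquitin-proteasome system, 0.816 for antigen presentation, cholesterol synthesis, DNA repair and telomeres, synaptic vesicles and nutrient sensing, 0.832 for antioxidant defence and 0.842 for chaperones. Of the genes the study names, Camk2d, Camk2g, Hsp90aa1, Jag1, Mtor, Nos3, Ptges3, Terf1, Tnks, Txnip, Uchl1, Vim and Wrn were measured, and besides Wrn and Ptges3 none passed over this list alone in any of the 9 comparisons.

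By the study's rule without its ANOVA, 0.876% of the features of this filter changed between 16 and 24 months. That share is lower than the quoted one. With no filter on mean Z it was 2.45% (207 features), nearer to the quoted share but still lower. The quoted share is of all genes the study measured, while only the B filter was analysed here. By the study's rule with the filter on mean Z, CR changed 0.545% of the features at 6 months, 0.982% at 16 months and 1.93% at 24 months. The share at 6 months is near the quoted bound, and the other shares are higher. Of the features selected under CR, 43.5% were lower at 6 months, 47.0% at 16 months and 84.7% at 24 months. The share at 6 months is lower than the quoted one, and those at the later ages lie near the quoted bounds, on the other side of each. The study also stated that most were downregulated in middle age, so its own direction at 16 months is given both ways.

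Signals that rose from 16 to 24 months by the study's rule and were lower under CR made up 70.7% of the risers. An unequal share of the second array run is argued against, since 74.5% were lower with the run effect taken out. Whether the use of the same 24 month AL mice on both sides accounts for the share stays open, as does a reversal by CR. The share averaged 10.6% (0 to 42.1%) with these mice divided and 55.2% with the same set of 5 on both sides. With the run effect taken out these were 19.7% (2.70 to 55.6%) and 62.8%. Groups permuted over all mice, which share mice in the same way, averaged only 11.8%, with 6 of 100 as large and a highest of 100%, and with the run effect taken out 12.4%, with 1 of 100 as large, the real one, and a highest other of 70.7%.

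Features 22 numbers apart had correlated residuals (mean r = 0.503, against 0.227 at 11 apart), so the feature number carries a layout of the filter. At position 13 of these 22 lay 10 of the 50 features with the smallest p from 6 to 24 months, where 2.27 are expected. This position was examined because all 6 called features lie there. These 6 are among the 10, so the excess in part restates that observation. Of 3 Numa1 features, the one at position 13 differed by 0.258 from 6 to 24 months in the run-adjusted fit without arrays 31 to 33, and the others, at other positions, by -0.0541 and 0.00145.

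Of 100 splits of the same mice, the real one included, a count as large was reached in 1 from juvenile to 6 months (real 11, highest other 3). It was reached in 3 from 6 to 16 months (2 and 4), in 2 from 6 to 24 months (6 and 642) and in 3 for CR over the 3 ages (2 and 824). Chance is thus less likely for these 4 counts in this fit. It is not excluded, since these shares were not corrected for the number of comparisons. For the counts of the same comparisons at an unadjusted p under 0.05, more splits were as large, namely 89, 9, 20 and 23. In the run-adjusted fit without arrays 31 to 33 these were 51, 14, 57 and 49. For the counts past the threshold in that fit, few splits were as large for the first 3, with 1 split (20 and 19), 2 splits (7 and 132) and 1 split (6 and 1). For CR over the 3 ages there were 9 splits (1 and 2). In the fit of all arrays there were 13 splits for CR at 6 months (2 and 2829). With a real limma count of 0, all 100 splits are as large by definition, and the highest other count was 2 from 16 to 24 months (168 features at an unadjusted p under 0.05), 0 for CR at 16 months (63), 1 for CR at 24 months (627), 220 for sex (291), 188 for the sex difference of the CR effect (266), 2 for the sex difference from 16 to 24 months (37), 25 for the diet difference (323) and 9 within juveniles (183). Splits with 642, 824 or 2829 features, many times the real counts, point to a structure of the samples. In the run-adjusted fit without arrays 31 to 33, the highest other counts of these comparisons fell to 1, 2 and 36. In the same fit it was 1009 for CR at 24 months and 58 from 16 to 24 months. That fit therefore did not remove the structure in every comparison.

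By the study's rule chance cannot be excluded for any comparison. The splits with a count as large numbered 46 from juvenile to 6 months (real 17, highest other 244), 10 from 6 to 16 months (79 and 240), 33 from 16 to 24 months (72 and 333), 5 from 6 to 24 months (160 and 292), 28 for CR at 6 months (46 and 425), 23 for CR at 16 months (83 and 302), 10 for CR at 24 months (163 and 313), 33 for CR over the 3 ages (92 and 395) and 50 for sex (41 and 407).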
